A study of Mus musculus with 48 samples.

How the data were processed

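RNA was measured in white adipose tissue (WAT), brown adipose tissue (BAT) and liver of female C3B6F1 mice, a hybrid of 2 inbred strains. The extraction protocol names epididymal fat, for BAT too, although the mice were female, so which depots were dissected is uncertain. The 48 libraries fell into 14 groups defined by tissue, diet and age in the labels, which do not say whether libraries of different tissues came from the same mice. AL mice were fully fed and DR mice received dietary restriction, given as 60% of the intake of the AL mice. ALDR mice were moved from full feeding to restriction, and DRAL mice from restriction to full feeding. The titles of the BAT ALDR libraries write ADRL. They were taken as ALDR because their descriptions give a switch from full feeding to restriction. Chronic restriction began at 12 weeks of age, and the late switches were made at 24 months, per the labels. The young ALDR mice had been restricted for 2 months when killed at 5 months. Old mice are labelled 26 months, while the protocol in the labels gives the age at death as 27 months; the label's 26 months is used throughout. All mice were killed in the 3 hours before the DR mice would have been fed, per the labels.

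The WAT and liver libraries were stranded, paired-end, 100 bp libraries of RNA depleted of ribosomal RNA, and the BAT libraries were stranded, single-end, 150 bp libraries of polyadenylated RNA, per the labels. Tissues were therefore never compared by level, only by which genes changed within each. The authors deposited 3 tables of read counts per gene, 1 per tissue, with 1 column per mouse. Values were whole numbers whose totals differed between libraries, so they were taken as counts that had not been normalized. The aligner, the counting program, the genome build, the annotation and any filter are not stated in the labels or the tables. Reads of overlapping or near-identical genes may therefore be shared between them in an unknown way. The tables name genes by Ensembl identifier only, and symbols were taken from a GENCODE M21 list, in which 25012 of the 25913 identifiers had one. No coordinates are given because the build the authors used is not named. Liver groups of the same study that belong to another series were not used here.

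Total counts ranged from 12247161 to 22500246 in the 22 WAT libraries, from 6075585 to 19349912 in the 20 BAT libraries and from 14678489 to 22893099 in the 6 liver libraries. At these depths, 3 counts corresponded to 0.13 to 0.24 CPM (counts scaled to the library total) in WAT, 0.16 to 0.49 CPM in BAT and 0.13 to 0.2 CPM in liver. These floors cover counting error only. Libraries of the same group were compared pair by pair with a chi-square statistic per degree of freedom of their counts, which was at least 11 in WAT, 8.57 in BAT and 17.5 in liver. No library was therefore a second copy of another in its group, and each was counted as 1 replicate. Pairs from different groups were not compared in this way.

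Differential expression was tested per tissue with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test on the counts as deposited. Genes were filtered with filterByExpr, library sizes were scaled by TMM factors, and all groups of a tissue entered 1 fit, which shares its estimate of the spread. P-values were adjusted by the Benjamini-Hochberg (BH) method over the genes tested in that comparison, and genes with an adjusted p-value under 0.05 are called changed. Each fat depot had 8 comparisons of groups plus the difference between the restriction responses at 26 and 5 months (the diet by age interaction), and liver had 1 comparison, which makes 19 counts of changed genes. Log2 fold changes are edgeR estimates with their standard errors (SE). For single genes, CPM values were computed on TMM-scaled library sizes and are given as mean ± SD.

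Genes are named by a rule: in the comparisons of DR with AL and of ALDR with AL at 26 months, of ALDR with AL at 5 months, and in the liver comparison, the 2 genes that rose and the 2 that fell with the smallest adjusted p-values. They had to have a symbol other than a provisional one, an absolute log2 fold change of at least 1 and no overlap between the libraries of the groups. A list of 6 genes (Fasn, Acly, Acaca, Elovl6, Lep and Ucp1) was added to each comparison of the fat depots, whatever their result. Any other gene named was chosen after its values were seen. A gene that the rule selected in liver is not reported here.

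Gene sets were scored per library as the mean log2 CPM (prior count 2) over a panel: 12 genes of fatty acid synthesis (lipogenesis), 8 macrophage genes and 8 genes of heat production in brown fat (thermogenic). Signature scores were the mean log2 CPM of the rising genes minus that of the falling genes among the 200 genes with the smallest p-values in a fit of the 2 reference groups alone. Scores were compared by exact two-sided permutation tests. A comparison of 3 with 3 libraries cannot give a p-value under 0.1, so 8 of the 19 score comparisons are given without a BH adjustment, which covered the other 11.

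The test was tried on simulated counts for the real WAT genes, with 200 of them changed. The 200 were drawn only from genes above a floor of mean expression, so recovery among weakly expressed genes was not measured. RNA of other tissues in single libraries was not simulated. With 3 against 3 libraries the test called 63% of the genes changed 2-fold and 85% of those changed 4-fold, and 4.5% of its calls were false. For 5 against 3 libraries these shares were 73%, 93% and 4.6%, and for 5 against 5 they were 82%, 93% and 2.8%.

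Alternatives were RLE scaling, no filter on low counts, DESeq2 1.42.0, a fit of only the groups compared, leaving out each library in turn, and for scores library size alone, a prior count of 0.5, the median over a panel and signatures of 50 or 500 genes. The sample titles number the replicates within each group, and fits with that number as a replicate block were also made. The labels do not say that equal numbers in different groups belong together, so this pairing was an alternative only. Marker scores of other tissues as covariates, the presence of Y-chromosome counts as a covariate in liver, and thinning of counts to the smallest library of a tissue were added after the data were seen. So was a comparison of the switched with the unswitched groups at 26 months in each fat depot, described among the other observations. Principal components and panels of marker genes for other tissues and cell types were also looked at before those additions.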

Results

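The data were read counts per gene from 48 libraries: 22 of WAT, 20 of BAT and 6 of liver. WAT had 3 libraries each of AL and ALDR mice at 5 months and of AL and DR mice at 26 months, and 5 libraries each of ALDR and DRAL mice at 26 months. BAT had the same groups with 3 DRAL libraries, and liver had 3 ALDR and 3 DRAL libraries at 26 months. Library totals lay between 6075585 and 22893099 counts. After filtering, 15828 genes were tested in WAT, 13845 in BAT and 12761 in liver. The study asked whether the diet eaten earlier in life limits how old mice respond to restriction. The comparisons below take up that question through the response to lifelong, late and early restriction, the return to full feeding, and the difference between responses at 5 and 26 months.

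Lifelong restriction was compared with full feeding at 26 months in WAT, 3 libraries against 3. Expression differed in 4114 genes at an edgeR BH-adjusted p under 0.05, of which 2142 were higher and 1972 lower in DR. The median absolute log2 fold change of these genes was 0.78. Of the alternatives run, marker scores of skeletal muscle and liver as covariates moved this number most, to 1956. All 3 DR libraries carried muscle counts, with 790 to 31460 counts of the muscle gene Ckm against 15 to 2103 in the AL libraries, so muscle was partly confounded with diet, with overlap between the groups. Late restriction gave fewer differences. ALDR differed from AL at 26 months in 690 genes, 421 higher and 269 lower, with 5 libraries against 3. ALDR differed from DR in 2021 genes, 919 higher and 1102 lower. Where mice had been returned to full feeding, DRAL differed from DR in 4825 genes, 2316 higher and 2509 lower, and from AL in 344 genes, 141 higher and 203 lower. Marker scores of skeletal muscle ran from -0.64 to 0.45 in DRAL and from 5.44 to 10.65 in DR, without overlap. Muscle and diet were thus confounded in DRAL against DR, where the marker covariates gave 409 genes beside 4825. The switched groups differed from each other in 1953 genes, 1009 higher and 944 lower in ALDR.

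**Figure D1:**
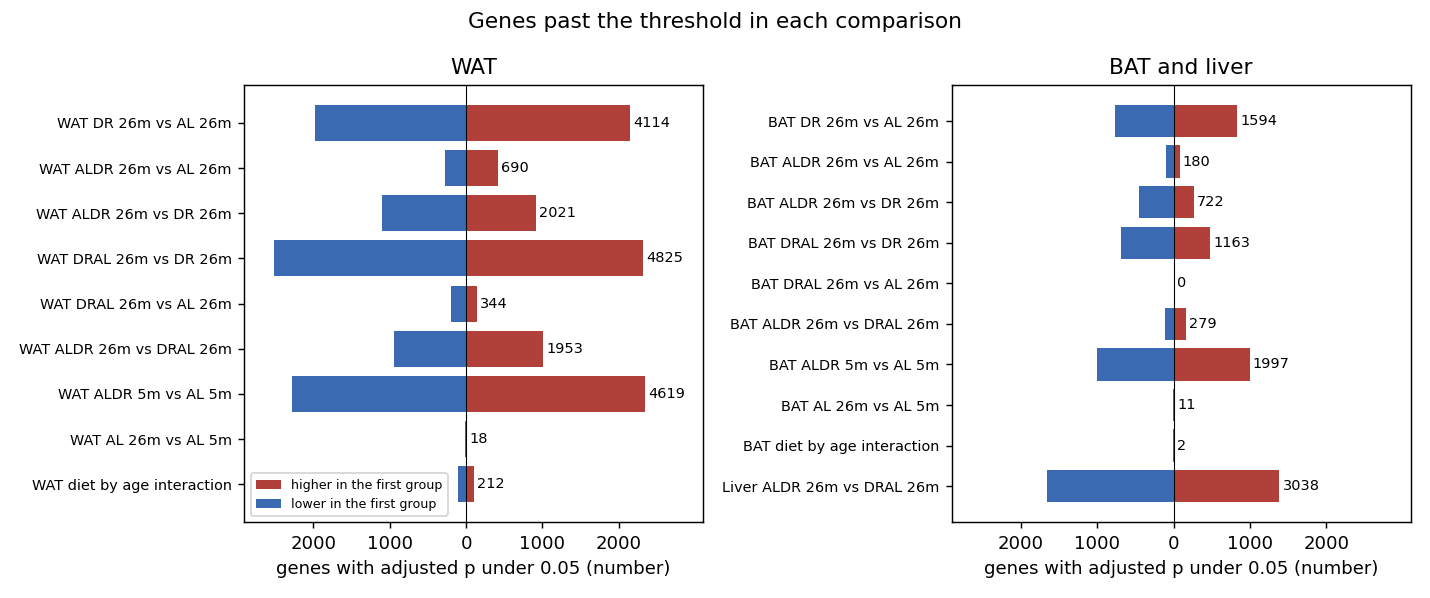
Number of genes with an edgeR BH-adjusted p under 0.05 (x axis) in each comparison (y axis), for WAT on the left and for BAT and liver on the right; red bars extend to the right for genes higher in the first group named, blue bars to the left for genes lower in it, and the total is printed beside each bar. The WAT bars for DR against AL (4114) and for young ALDR against AL (4619) are longer than the bar for ALDR against AL at 26 months (690).

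At 5 months, 2 months of restriction changed 4619 WAT genes relative to AL, 2346 higher and 2273 lower, with 3 libraries against 3. Of these genes, 4100 (88.8%) had the same direction in ALDR against AL at 26 months. Their median absolute log2 fold change was 0.77 at 5 months, and in their own direction it was 0.27 at 26 months. The genes were selected at 5 months, which by itself favours larger values at that age. Both comparisons called 541 genes, 538 of them in the same direction. The longer list of lifelong restriction shared more genes with the young response in number: 2724 of 4114 were called in both, 2717 in the same direction. As a share of its own list, the overlap was larger for late restriction, at 541 of 690. That share does not make late restriction the closer match. Over all genes tested, the young response had a Spearman rho of 0.684 with lifelong and 0.503 with late restriction. Of the young genes, 95.9% had the same direction under lifelong restriction, against 88.8% under late restriction. The interaction, which tests whether the response at 26 months differed from that at 5 months, was past the threshold for 212 genes, 106 in each direction. In 201 of these 212 genes the absolute change was smaller at 26 months, and 79 changed in opposite directions at the 2 ages. DESeq2 gave 717 interaction genes, the replicate block 56, and fits without 1 library from 18 to 343. Age alone, in fully fed mice, changed 18 WAT genes, 8 higher and 10 lower at 26 months.

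Among the WAT genes named by rule, Oscp1 (ENSMUSG00000042616) averaged 47.0 ± 6.51 CPM in DR and 9.32 ± 0.644 CPM in AL at 26 months (SD, n = 3 each), a log2 fold change of 2.33 ± 0.16 (SE; edgeR BH-adjusted p = 2.06e-07). It averaged 17.1 ± 2.97 CPM in ALDR and 15.7 ± 1.89 CPM in DRAL (SD, n = 5 each). The response at 5 months was 2.22 ± 0.16 (SE; edgeR BH-adjusted p = 4.33e-07). Slc5a6 (ENSMUSG00000006641) rose by 2.23 ± 0.17 in DR (SE; edgeR BH-adjusted p = 4.82e-07). The fallers were Bcat1 (ENSMUSG00000030268), at -3.56 ± 0.32 (SE; edgeR BH-adjusted p = 1.73e-06), and Rarres2 (ENSMUSG00000009281), at -1.72 ± 0.17 (SE; edgeR BH-adjusted p = 2.74e-06). Bcat1 averaged 10.1 ± 3.85 CPM in AL and 0.848 ± 0.223 CPM in DR (SD, n = 3 each), and 8.96 ± 2.53 CPM in ALDR and 3.75 ± 0.864 CPM in DRAL (SD, n = 5 each). At 5 months the other genes named were Gucd1 (ENSMUSG00000033416), which rose by 1.48 on the log2 scale, and Dtx4 (ENSMUSG00000039982) and Sept9 (ENSMUSG00000059248), which fell by 2.07 and fell by 1.76.

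Late restriction in WAT named a different set. Tef (ENSMUSG00000022389) and Per3 (ENSMUSG00000028957), genes of the circadian clock, rose by 1.31 ± 0.14 and 1.76 ± 0.20 in ALDR against AL at 26 months (SE; edgeR BH-adjusted p = 8.72e-05 and 9.93e-05). Arntl (ENSMUSG00000055116), also a clock gene, changed by -1.67 ± 0.16 (SE; edgeR BH-adjusted p = 3.5e-05). Arntl averaged 9.21 ± 0.625 CPM in DR and 29.8 ± 3.28 CPM in AL (SD, n = 3 each), and 9.38 ± 2.61 CPM in ALDR and 25.7 ± 2.86 CPM in DRAL (SD, n = 5 each). Each switched group was thus nearer to the unswitched group on its present diet. Arsb (ENSMUSG00000042082), which encodes a lysosomal enzyme, changed by -1.98 ± 0.20 (SE; edgeR BH-adjusted p = 3.5e-05). Its mean was 26.5 ± 1.89 CPM in ALDR and 30.9 ± 2.38 CPM in DRAL (SD, n = 5 each), against 104 ± 27 CPM in AL and 112 ± 21.5 CPM in DR (SD, n = 3 each). At 26 months the low values of Arsb therefore set the switched groups apart from the unswitched ones, whatever the diet. Whether the switch itself or the preparation of the libraries accounts for them is left open below.

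The listed genes included 4 of fatty acid synthesis. In DR against AL at 26 months, WAT log2 fold changes were 3.72 for Fasn (ENSMUSG00000025153), 3.32 for Acly (ENSMUSG00000020917), 4.02 for Acaca (ENSMUSG00000020532) and 5.35 for Elovl6 (ENSMUSG00000041220), with edgeR BH-adjusted p from 7.59e-06 to 0.000146. In ALDR against AL at 26 months they were 1.41, 0.75, 1.85 and 2.08. Of these, Acaca and Elovl6 had edgeR BH-adjusted p = 0.0111 and 0.0343, while Fasn (0.0547) and Acly (0.363) were not past the threshold. Fasn passed it under DESeq2 (0.00514) and with the replicate block (0.0182), and its adjusted p ranged from 0.00514 to 0.182 over the alternatives; Elovl6 lost it in the fit of only these groups (0.086), within a range of 0.00299 to 0.13. Acaca lost it without 1 library (0.057). At 5 months the log2 fold changes were 2.72, 1.19, 3.35 and 3.57, with Acly not past the threshold (edgeR BH-adjusted p = 0.0676; 0.0187 with the replicate block). Lep (ENSMUSG00000059201), which encodes the hormone leptin, changed by -3.03 in DR, by -0.90 in ALDR at 26 months and by -3.80 in ALDR at 5 months. The middle value was not past the threshold (edgeR BH-adjusted p = 0.223). Ucp1 (ENSMUSG00000031710) was near the detection floor in many WAT libraries and did not differ. Adjusted over the list alone, 5, 3 and 5 of the 6 genes were past 0.05 in DR and ALDR at 26 months and ALDR at 5 months, and 5, 2 and 4 when adjusted over all genes.

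The lipogenesis score of WAT was 2.79 log2 units higher in DR than in AL at 26 months (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow), with no overlap between libraries. With the median in place of the mean over the panel it was 3.53, the alternative that moved it most. In ALDR the score was 0.91 above AL, with 4 of 5 ALDR libraries above all 3 AL libraries (exact permutation p = 0.0357, BH-adjusted 0.0786 over 11 tests). It was lower than in DR in 5 of 5 libraries, by -1.88 (exact permutation p = 0.0179, BH-adjusted 0.0786). The response at 5 months was 1.67 (exact permutation p = 0.1, the smallest possible). The difference between the responses at 26 and 5 months was -0.76 (exact permutation of diets within age p = 0.438, BH-adjusted 0.482). Exchanging diets moves the diet effect itself into this contrast, so the test is not a clean measure of chance and leaves the difference open. The macrophage score changed by -2.40 in DR (exact permutation p = 0.1, the smallest possible) and by -0.90 in ALDR, where 4 of 5 libraries were below all AL libraries (exact permutation p = 0.0357, BH-adjusted 0.0786). Fully fed DRAL mice had a low score too, with a mean of 6.245 against 6.518 in ALDR and 7.415 in AL. All DRAL libraries (5.86 to 6.757) lay below all AL libraries (6.969 to 7.852). The lower score of ALDR was therefore not specific to restriction as the present diet. Between ages in AL the macrophage score differed by 0.38 (exact permutation p = 0.4). No score comparison in WAT or BAT was past a BH-adjusted 0.05.

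Signature scores placed the switched groups of WAT between the unswitched ones. The score built from the 5 month libraries, with 77 rising and 123 falling genes, was 1.75 higher in ALDR than in AL at 26 months, in 5 of 5 libraries (exact permutation p = 0.0357, BH-adjusted 0.0786). The score built from DR and AL at 26 months was 0.62 higher in ALDR than in DRAL, with 3 of 5 ALDR libraries above all DRAL libraries (exact permutation p = 0.0952, BH-adjusted 0.168). On the scale from AL (0%) to DR (100%), ALDR lay at 39.4% and DRAL at 24.5%. Since its genes were chosen on those AL and DR libraries, the distance between the ends is overstated, and so the percentages are approximate.

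**Figure D2:**
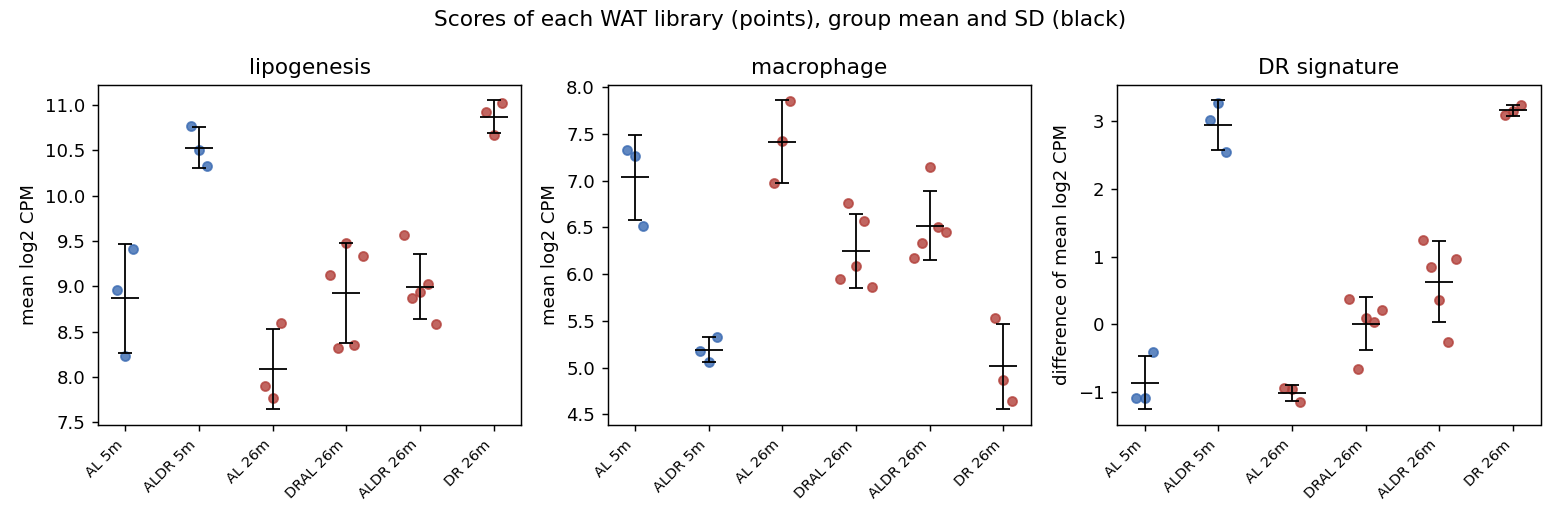
Scores of the 22 WAT libraries by group (x axis) in mean log2 CPM, or in the difference of mean log2 CPM for the DR signature (y axes); points are libraries, blue at 5 months and red at 26 months, and black bars are the group mean and SD. In the lipogenesis score the ALDR and DRAL means at 26 months lie close together, between those of AL (8.09) and DR (10.87).

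In BAT each comparison called fewer genes than its counterpart in WAT. DR differed from AL at 26 months in 1594 genes, 830 higher and 764 lower, with 3 libraries against 3. Marker scores of skeletal muscle and epithelium as covariates moved this number most among the full fits, to 709, and leaving out 1 AL library gave 687. ALDR differed from AL in 180 genes, 80 higher and 100 lower, and from DR in 722, 269 higher and 453 lower. DRAL differed from DR in 1163 genes, 480 higher and 683 lower, and from AL in 0 genes at the threshold, with 656 at an unadjusted p under 0.05. ALDR and DRAL differed in 279 genes, 161 higher and 118 lower in ALDR. At 5 months, restriction changed 1997 genes, 997 higher and 1000 lower, of which 1749 (87.6%) had the same direction in ALDR at 26 months and 122 were called in both. Their median change was 0.61 at 5 months and, in the same direction, 0.20 at 26 months. Age changed 11 genes in AL mice, 10 of them higher at 26 months. The interaction was past the threshold for 2 genes, Trmt9b (ENSMUSG00000039620) and Xrcc6 (ENSMUSG00000022471), named because there were only 2. Their interaction estimates were -1.26 and -0.77 (edgeR BH-adjusted p = 0.0459 for each), and the count under the alternatives ran from 0 (no filter, the replicate block, only these groups, or marker covariates) to 167 (DESeq2).

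In BAT the genes named by rule included Tshr (ENSMUSG00000020963), the receptor of thyroid-stimulating hormone, in all 3 comparisons. Its log2 fold change was -2.12 ± 0.15 in DR, -1.21 ± 0.12 in ALDR at 26 months and -1.38 ± 0.14 in ALDR at 5 months (SE; edgeR BH-adjusted p = 4.44e-07, 5.6e-05 and 2.33e-05). Tshr averaged 32.2 ± 1.78 CPM in AL, 7.49 ± 1.52 CPM in DR and 24.8 ± 0.457 CPM in DRAL (SD, n = 3 each), and 13.9 ± 2.03 CPM in ALDR (SD, n = 5). In DR, Pck2 (ENSMUSG00000040618) and Etfbkmt (ENSMUSG00000039958) rose by 1.83 and 1.23 and Gramd4 (ENSMUSG00000035900) fell by 1.14. With late restriction, the clock gene Per2 (ENSMUSG00000055866) and the fatty acid transporter Slc27a1 (ENSMUSG00000031808) rose by 2.98 and 1.05, and BC034090 (ENSMUSG00000033722) fell by 1.74. Slc27a1 and BC034090 lost the threshold in the fit of only these groups (edgeR BH-adjusted p = 0.131 and 0.0503, within ranges of 1.13e-09 to 0.131 and 6e-16 to 0.0503), and Slc27a1 also with marker covariates (0.081). At 5 months Etfbkmt and Slc27a1 rose by 1.58 and 1.90, and BC034090 fell by 1.89.

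Of the listed genes, Ucp1, which encodes the heat-producing protein of brown fat, changed in BAT by -1.61 ± 0.33 in DR and by -1.15 ± 0.32 in ALDR at 5 months (SE; edgeR BH-adjusted p = 0.005 and 0.0244). In ALDR at 26 months its change was -0.18 ± 0.28 (SE; edgeR BH-adjusted p = 0.791). Lep changed by -2.58, -4.06 and -1.90 in those comparisons, the last not past the threshold (edgeR BH-adjusted p = 0.0613; 0.0273 under DESeq2). Fasn and Elovl6 were not past the threshold in any of the 3 BAT comparisons. Acaca changed by -0.92 at 5 months without overlap between libraries (edgeR BH-adjusted p = 0.0669), and passed the threshold with the replicate block (0.0336) and in the fit of only these groups (0.0328). Acly was past it at 5 months, at -1.96 (edgeR BH-adjusted p = 0.0211). Both Ucp1 and Acly at 5 months lost it in a fit without 1 library (edgeR BH-adjusted p = 0.121 and 0.112). Adjusted over the list alone, 2, 1 and 4 genes were past 0.05 in DR and ALDR at 26 months and ALDR at 5 months, against 2, 0 and 3 over all genes.

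The thermogenic score of BAT was lower by -1.05 in DR and by -0.88 in ALDR at 5 months, without overlap between libraries (exact permutation p = 0.1 each, the smallest possible). In ALDR at 26 months it differed by -0.21, with 0 of 5 libraries below all AL libraries (exact permutation p = 0.339, BH-adjusted 0.415). The lipogenesis score of BAT differed by -0.11 in DR (exact permutation p = 0.9), by -0.17 in ALDR at 26 months (exact permutation p = 0.696, BH-adjusted 0.696) and by -0.80 in ALDR at 5 months (exact permutation p = 0.1, the smallest possible). With the median over the panel these were 0.64, 0.53 and 0.0029, so the direction of each depended on the summary. The difference between ages in this response was 0.63 (exact permutation of diets within age p = 0.322, BH-adjusted 0.415), with the same limit of the test as in WAT. The 5 month signature was 1.15 higher in ALDR than in AL at 26 months, with 4 of 5 libraries above all AL libraries (exact permutation p = 0.0357, BH-adjusted 0.0786). The DR signature was 0.63 higher in ALDR than in DRAL (exact permutation p = 0.107, BH-adjusted 0.168). From AL to DR, ALDR lay at 44.7% and DRAL at 21.4%, with the same overstatement of the ends.

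**Figure D3:**
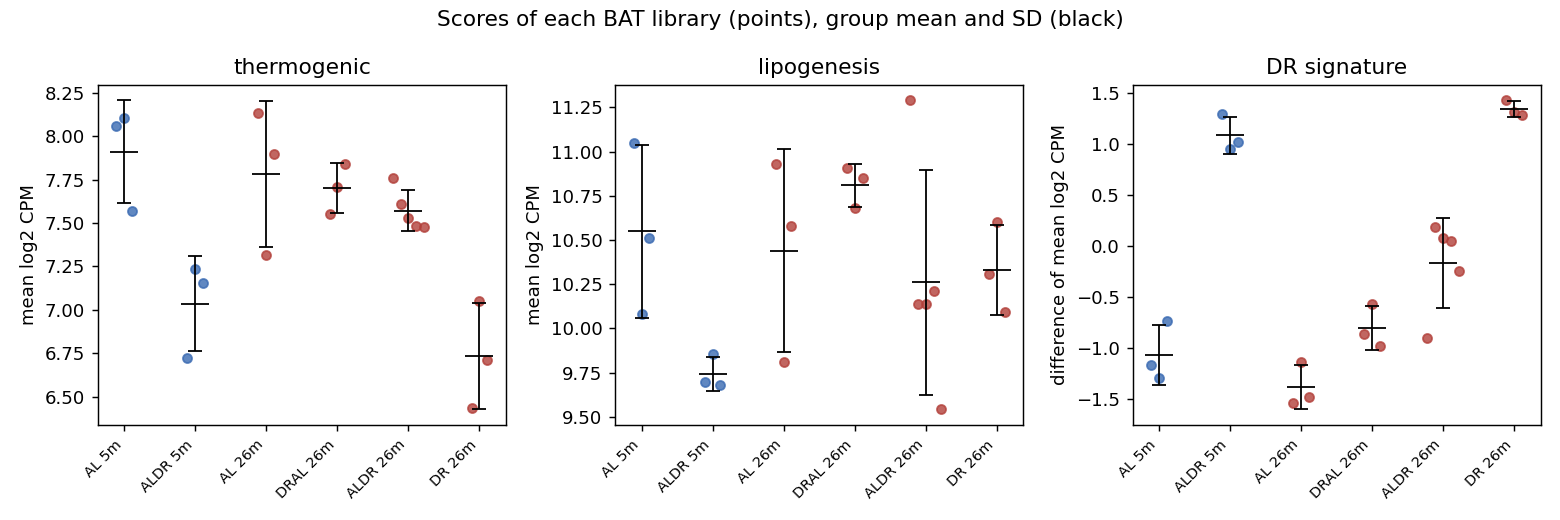
Scores of the 20 BAT libraries by group (x axis) in mean log2 CPM, or in the difference of mean log2 CPM for the DR signature (y axes); points are libraries, blue at 5 months and red at 26 months, and black bars are the group mean and SD. The thermogenic means of DR at 26 months (6.73) and ALDR at 5 months (7.04) lie below those of the other 4 groups, which run from 7.57 to 7.91.

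In liver the 2 switched groups were compared, 3 libraries against 3. Expression differed in 3038 genes at an edgeR BH-adjusted p under 0.05, 1386 higher and 1652 lower in ALDR. The replicate number as a block moved the count most, to 2028; deviations of same-numbered liver libraries correlated at -0.19 on average over genes, so the numbers did not pair the libraries. The covariate for Y-chromosome counts moved the number to 3699. Counts of Y-chromosome genes were found in 4 of the 6 liver libraries of these female mice, 2 in each group, and the remaining set had 1 library per group, too few to be compared on its own. Ppp1r3g (ENSMUSG00000050423), which encodes a subunit of a phosphatase in glycogen synthesis, averaged 19.4 ± 4.88 CPM in ALDR and 0.455 ± 0.169 CPM in DRAL (SD, n = 3 each), a log2 fold change of 5.39 ± 0.29 (SE; edgeR BH-adjusted p = 4.48e-05). Ak4 (ENSMUSG00000028527) rose by 1.99 ± 0.12, and Chrna4 (ENSMUSG00000027577) changed by -3.82 ± 0.24, with the same edgeR BH-adjusted p = 4.48e-05.

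Changes in the tissues were set beside each other by the genes called in both. For DR against AL at 26 months, WAT and BAT shared 565 genes of the 13629 tested in both, 473 of them in the same direction. For ALDR against AL at 26 months they shared 34, all in the same direction, and for the young response 837, of which 736 had the same direction. Between the switched groups, WAT and liver shared 458 genes (387 in the same direction), BAT and liver 106 (95), and WAT and BAT 102 (95).

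Marker genes of other tissues were present in some libraries of both fat depots, which bears on the comparisons above. The liver gene Alb stood at 1430, 1540 and 2160 CPM in 1 library each of AL at 5 months, AL at 26 months and ALDR at 26 months, against 18.3 to 100 CPM in the other 19. BAT carried muscle genes too: their score was 6.73 to 8.81 in the DR libraries and -1.33 to 6.15 in the AL libraries at 26 months, without overlap, so muscle and diet were confounded there. In BAT, 1 ALDR library at 26 months had a score of epithelial genes of 7.01, against at most 2.41 in its group.

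**Figure D4:**
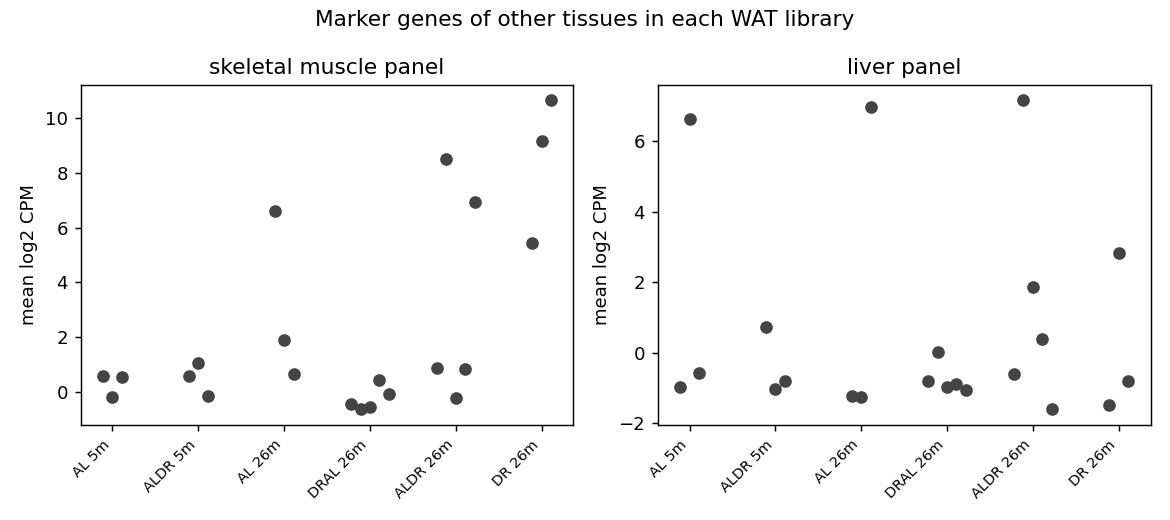
Mean log2 CPM (y axes) of 6 skeletal muscle genes (left) and of a panel of liver genes (right) in each WAT library (points), by group (x axis). Muscle genes are high in all 3 DR libraries at 26 months and in 3 others, and liver genes in 3 libraries of different groups.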

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

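The tests in this part were chosen after the values they concern had been seen, except the search for single distant libraries, the diet by age interaction and the regrouping of libraries, which were set before the data were examined. In groups of 5 libraries, 77 sets of values were searched for a library far from the other 4, and 5 were found, where about 4 would be found by chance. None of these libraries was left out.

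In WAT, 1 ALDR library at 26 months had an Arntl value of 3.81 log2 CPM, against 2.96 to 3.21 in the other 4. Arntl follows the time of day, so a mouse killed at another point of the 3 hour window is a biological reading. The library also carried muscle, with a muscle score of 6.93 and 1848 counts of Ckm, so other tissue in the sample is a technical one. Neither was tested directly, but libraries with more muscle did not have high Arntl. The ALDR library high in Alb, described next, had a muscle score of 8.52 and Arntl within 2.96 to 3.21. DR libraries with scores of 9.17 and 10.65 belong to a group with Arntl at 8.71 to 9.91 CPM, against 13.9 CPM here. These values argue against muscle as the source of the high Arntl. Another ALDR library had an Alb value of 11.05 log2 CPM, against 5.70 to 6.58. It was 1 of the 3 WAT libraries with Alb at 1430, 1540 and 2160 CPM. Over 59 genes of high expression in liver, their excess followed the expression in liver libraries with Spearman rho of 0.755, 0.827 and 0.775, and the median excess of a gene was 1.62%, 1.70% and 1.86% of its level in liver. The lowest of these, 0.755, is consistent with liver RNA or liver reads in the WAT libraries; the order of the genes cannot tell tissue taken at dissection from an exchange of reads. Another reading, expression of liver genes by fat, was not tested.

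Xist was 9.54 log2 CPM in 1 ALDR library of WAT, against 9.95 to 10.06 in the others, a small shift for which no technical sign was found. Oscp1 was 3.64 log2 CPM in 1 DRAL library of WAT, against 4.04 to 4.08. In BAT, 1 ALDR library had a 5 month signature of -0.56, against 0.24 to 0.53 in the other 4, so this mouse resembled fully fed mice. Without it the count of ALDR against AL genes in BAT rose from 180 to 835. Whether the mouse ate differently or the sample differed was not measured.

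The diet by age interaction was past the threshold for 212 genes in WAT and 2 in BAT. A technical source was tested in WAT in 5 ways. The count was 267 with scores of muscle and liver markers as covariates, 170 after thinning all libraries to equal depth and 207 without the 10 most abundant genes. Across genes the interaction had Spearman rho of -0.0142 with GC content and 0.0487 with transcript length. By predictions written before these tests were run, none of these accounted for the WAT result. A divide between switched and unswitched WAT libraries, described among the other observations, was not among the 5. The interaction crosses that divide at 26 months, so a technical source of this kind stays open. A smaller response at 26 months is the biological reading, and 94.8% of the 212 genes had a smaller change at that age, which is consistent with it. Most of these genes were called at 5 months (204) and few at 26 months (33), so selection favours this share. For BAT the corresponding counts were 0, 1 and 2, with rho of 0.119 and -0.00476; 2 genes are too few to weigh.

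Exchanging diets within each age gave as many interaction genes in 15 of the 64 regroupings in WAT and in 15 of the 64 in BAT, the real grouping included. Such regrouping moves the diet effect itself into the contrast: in BAT and in WAT the labels at 5 months were kept or exchanged whole in each of these cases. An exchange of ages within each diet, tried after that result, gave as many in 9 of the 64 in WAT and in 7 of the 64 in BAT. This exchange moves age effects into the contrast in the same way, and with the AL ages kept it was 2 of 8 in WAT and 3 of 8 in BAT. Neither exchange is a clean measure of chance, so the regroupings leave open whether the interaction exceeds it, and the smaller response at 26 months stays a description of these libraries.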

How the results depend on the processing

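Most alternatives were set before the data were examined; marker covariates, the Y-count covariate and thinning were chosen after results had been seen. A count of genes is called changed here when it moved by a factor of more than 1.5, and a tested score when it crossed the threshold or reversed. The cause of the shifts below was not tested.

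DESeq2 raised all 21 counts, 12 of them by more than that factor. In WAT these were 1215 genes for ALDR against AL (690 with edgeR), 917 for DRAL against AL (344), 799 for age (18), 717 for the interaction (212) and 900 for the switched against the unswitched groups (340). In BAT they were 649 for ALDR against AL (180), 1131 for ALDR against DR (722), 587 for ALDR against DRAL (279), 127 for age (11), 167 for the interaction (2), 6 for DRAL against AL (0, with 656 at an unadjusted p under 0.05) and 102 for the switched groups (5). With it the share of higher genes in BAT moved to 70.9% from 90.9% for age, to 57.8% from 44.4% for ALDR against AL, to 37.7% from 0% for the interaction, and to 26.5% from 0% for the switched groups; it was 16.7% for DRAL against AL. RLE scaling changed 0 of 21 counts.

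Fitting only the groups compared lowered 11 of 20 counts by more than that factor. WAT gave 177 for ALDR against AL, 1090 for ALDR against DR, 101 for DRAL against AL, 0 for age and 89 for the interaction. BAT gave 4 for ALDR against AL, 63 for ALDR against DR, 6 for ALDR against DRAL, 2 for age (both lower, and 0 shared with the 11 of the report), 0 for the interaction and 0 for the switched groups. The balance of higher and lower genes turned in some of these fits. In WAT, ALDR against AL had 77 higher and 100 lower, beside 421 and 269. In BAT, DRAL against DR had 662 higher and 589 lower, beside 480 and 683.

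Same-numbered libraries were alike no more than others (mean correlation 0.0029 in WAT and -0.025 in BAT), so the replicate block had no pairing to use there. With it WAT gave 1334 for ALDR against DR, 74 for DRAL against AL, 134 for age, 56 for the interaction and 41 for the switched groups. BAT gave 84 for ALDR against AL, 267 for ALDR against DR, 124 for ALDR against DRAL, 31 for age, 0 for the interaction and 0 for the switched groups. The BAT lipogenesis score of ALDR against AL at 26 months reversed, to 0.085 from -0.17.

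Marker covariates lowered the WAT counts to 1956 for DR against AL, 502 for ALDR against DR, 534 for ALDR against DRAL, 409 for DRAL against DR and 12 for the switched groups. For age in WAT they gave 18 higher and 7 lower genes, beside 8 and 10. In BAT they gave 709 for DR against AL, 14 for ALDR against AL, 266 for ALDR against DR, 28 for ALDR against DRAL, 452 for DRAL against DR, 0 for the interaction and 0 for the switched groups. Thinning gave 462 for ALDR against DR and 1 for the interaction in BAT. Without the filter the BAT interaction gave 0, and the switched groups of WAT 200.

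The median over the panel reversed the BAT lipogenesis score in DR (0.64), in ALDR at 26 months (0.53) and in ALDR at 5 months (0.0029). It moved the BAT thermogenic score of DR to -0.44 and of ALDR at 26 months to -0.04, from -0.21, and the WAT lipogenesis score of DR to 3.53 and of ALDR against DR to -2.79, from -1.88. With 50 genes the BAT signatures moved to 1.24 from 0.63 (DR) and to 1.85 from 1.15 (5 months), without crossing the threshold. Library size alone, a prior count of 0.5 and signatures of 50 or 500 genes took no tested score past the threshold and reversed none.

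Leaving out 1 library at a time gave 328 fits, of which 219 were unchanged, 92 weaker, 13 stronger and 4 reversed. In WAT the counts ran from 191 to 1159 for ALDR against AL, 878 to 2351 for ALDR against DR, 1102 to 2848 for ALDR against DRAL, 3025 to 4807 for DRAL against DR, 61 to 358 for DRAL against AL, 3007 to 4319 for ALDR against AL at 5 months, 1 to 1287 for age, 18 to 343 for the interaction and 73 to 561 for the switched groups. The 1287 arose without the AL library of 5 months that was high in Alb. In BAT they ran from 687 to 1655 for DR against AL, 17 to 835 for ALDR against AL, 95 to 822 for ALDR against DR, 35 to 737 for ALDR against DRAL, 425 to 720 for DRAL against DR, 0 to 1 for DRAL against AL, 835 to 1676 for ALDR against AL at 5 months, 2 to 13 for age, 0 to 18 for the interaction and 0 to 9 for the switched groups. The BAT lipogenesis score ran from -0.42 to 0.14 in DR and from -0.49 to 0.069 in ALDR at 26 months, so its direction was not settled. Some scores kept their direction but moved in size. The BAT thermogenic score of ALDR at 26 months ran from -0.44 to -0.034, and the WAT macrophage score for age from 0.12 to 0.60. The difference between ages in the lipogenesis response ran from -1.03 to -0.44 in WAT and from 0.31 to 0.87 in BAT. The liver count ran from 2028 to 3699 over all settings and was not changed by any.

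Of 64 values of named genes, 44 were past the threshold, 38 of them in every setting. Lost in some were Elovl6 in WAT and Slc27a1 and BC034090 in BAT for ALDR at 26 months, and, only without 1 library, Acaca in WAT for ALDR at 26 months (adjusted p 0.057 by edgeR) and Ucp1 (0.121) and Acly (0.112) in BAT at 5 months. Reversed values were Ucp1 in WAT, at 0.55 in DR with marker covariates and 1.34 in ALDR at 26 months without 1 library; Acaca in BAT, at 0.20 in DR with covariates and 0.00019 without 1 library; and Acly in BAT, at 0.13 in DR and 0.32 in ALDR with covariates and 0.058 without 1 library. None of these was past the threshold in the fits of the report.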

Other observations

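The tests in this part were chosen after the results they concern were seen, except the regroupings of libraries, which were set before the data were examined for the comparisons of the report. As planned, 19 counts of genes and 19 scores were compared, and 2 counts were added for the switched against the unswitched groups. Comparisons outside these numbers include the WAT lipogenesis score of DRAL against ALDR and AL, and the genes differing for Y-chromosome counts in liver.

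Regrouping the libraries of a comparison, with same-numbered pairs parted as often as in the real groups, asked how many groupings gave as many genes. Only the real one did so, 1 of the 4, in WAT for DR against AL, for ALDR against AL at 5 months and for age; in BAT for DR against AL, DRAL against DR, ALDR against AL at 5 months and age; and in liver. It was 1 of the 8 for ALDR against AL and ALDR against DR in both fat depots, for DRAL against DR and DRAL against AL in WAT and for ALDR against DRAL in BAT, and 1 of the 16 for ALDR against DRAL in WAT. For DRAL against AL in BAT it was 4 of the 4. With 0 genes called, every grouping gives as many, so this share was fixed in advance and tests nothing. The 656 genes with an unadjusted p under 0.05 there were no more than chance gives among 13845 tested. Shares among so few groupings cannot go under 0.05. Groupings that part fewer same-numbered pairs were also run, all of them except for ALDR against DRAL in WAT, where 84 were drawn and the rest of the 126 were not tried. In WAT as many genes arose in 0 of the other 48 for ALDR against AL, ALDR against DR, DRAL against DR and DRAL against AL, and in 0 of 84 for ALDR against DRAL, so there the real grouping stood alone among those run. In BAT it stood alone against the other 48 for ALDR against DR and ALDR against DRAL. For ALDR against AL in BAT, 4 of the other 48 gave as many as the real 180, up to 947 genes, so this regrouping did not set that count apart from chance. It is weak evidence either way, since 1 ALDR library resembled fully fed mice, and 120 of the 122 genes also called at 5 months had the same direction. For age in WAT 1 of the other 6 did so, with 60 genes.

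Muscle and liver RNA in the dissected fat could likely account for part of the lifelong restriction result in WAT, where covariates gave 1956 genes beside 4114, with 1906 shared. Larger losses arose for DRAL against DR, at 409 beside 4825, and ALDR against DR, at 502 beside 2021. In BAT the count for ALDR against AL was 14, beside 180. Since muscle genes were high in the DR libraries, the covariate may also remove diet effects in comparisons with DR, which was not tested. The fall to 14 in BAT involves no DR library, but the covariates were not balanced there either. Muscle scores ran from 5.455 to 9.376 in ALDR and from -1.332 to 6.151 in AL. Epithelial scores ran from -0.2246 to 7.008 in ALDR and from -2.296 to 1.176 in AL. The covariates may therefore remove diet effects in that comparison too. In each case the share due to muscle is unknown. For ALDR against AL in WAT the count was 704 beside 690, with 618 genes shared. For age it was 25 beside 18, with 12 genes shared, and it was 1287 without the young library high in Alb, a fit that drops everything about that mouse, so the part of other tissue in the age result is not settled.

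The lipogenesis score of WAT differed by 0.074 between ALDR and DRAL at 26 months (exact permutation p = 0.794), mice on opposite diets for the last months. ALDR differed from DR by -1.88 (exact permutation p = 0.0179, BH-adjusted 0.0786). DRAL stood 0.83 above AL (exact permutation p = 0.0893, without adjustment). The mean of 0.074 covers panel genes that went both ways, so it does not show equal levels gene by gene. Scd1 averaged 33500 CPM in ALDR and 16500 CPM in DRAL without overlap, while Scd2 averaged 188 and 471 CPM with overlap. DRAL scores (8.32 to 9.48) lay below all DR scores (10.67 to 11.02), so the level of the earlier diet was not kept in full. The 0.074 leaves open a partial lasting influence of the earlier diet, and equally incomplete adaptation after a short time on the new one. These libraries hold 1 time after the switch and cannot part the explanations.

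A further explanation concerns the libraries. Arsb was low in WAT of both switched groups, so the mean of ALDR and DRAL was compared with the mean of AL and DR at 26 months. In WAT, 340 genes differed, 152 higher and 188 lower in the switched groups, with 3008 at an unadjusted p under 0.05. Of the WAT genes, 37 had no overlap between the 10 switched and the 6 unswitched libraries, where chance gives 0.025%, about 4 genes. As many genes arose in 2 of the 64 regroupings, the real one included, the other giving 693 genes. Of 36 others, 1 did so, with 551 genes. Arsb differed by -1.92 in WAT (edgeR BH-adjusted p = 3.34e-07), with 23.6 to 32.7 CPM in switched, 76.4 to 135 CPM in unswitched and 45.3 to 87.6 CPM in young libraries. In BAT its difference was -0.11 (edgeR BH-adjusted p = 0.578). Xkrx (ENSMUSG00000031258), chosen because of its size, had 2 to 17 counts in switched and 545 to 1138 in unswitched WAT libraries, and 14 to 470 in young ones, so that low counts were not confined to late-switched mice. Switched and unswitched libraries differed by -6.41 in WAT (edgeR BH-adjusted p = 1.4e-06) and by 0.16 in BAT (edgeR BH-adjusted p = 0.889). In BAT 5 genes differed, all lower, with 1479 at an unadjusted p under 0.05, and 7 of the 64 regroupings gave as many.

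The 340 WAT genes and the BAT value of -0.11 for Arsb may reflect sets of WAT libraries dissected or prepared apart, or an effect of a late switch on WAT alone; no label records either. The result was not stable, at 12 genes with marker covariates and 41 with the replicate block. It matters because late restriction was measured across this divide: 52 of the 690 genes of ALDR against AL and 244 of the 2021 genes of ALDR against DR were among the 340. The return to full feeding crosses it too, with 64 of the 344 genes of DRAL against AL and 308 of the 4825 of DRAL against DR.

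Liver had more genes between the switched groups (3038) than WAT (1953) although WAT had more libraries. In WAT, 20 random choices of 3 against 3 libraries gave a median of 38.5 genes (0 to 1788), and 0 of them reached 3038. Fewer libraries can only be expected to lower the WAT count, so this shows how far it falls and weighs no explanation of the difference. The tissues also differ in the uniformity of their cells and dissection, which was not measured.

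Counts of Y-chromosome genes occurred in 4 of the 6 liver libraries, at 11 to 20 per library, and 0 in the others. With their presence as a covariate the diet comparison gave 3699 genes, beside 3038, and 94 genes differed for presence itself, with 1597 at an unadjusted p under 0.05. There were 64 genes found in all 4 of these libraries and absent from the other 2, against 4 for the next choice of 2 libraries. A panel of heart genes summed to 1328 to 1392 counts in the 4 libraries and 9 to 11 in the others, a ratio of at least 121, against 45.7 for skeletal muscle genes. The rule for this panel, which lets a gene belong to 1 other panel, was written after Ckm had been seen. The heart panel varied by a factor of 1.05 while library totals varied by 1.56. The minimum of 1328 is consistent with reads of a male heart library sequenced alongside, a hypothesis that no label can settle. The 4 libraries were 2 of each diet, so the traces were balanced between the groups compared.

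Feeding times offer a reading of the clock genes that was not tested, because no library was taken at another hour. An experiment with libraries of switched and unswitched mice prepared together, at several times after the switch, would part the explanations left open here.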
